A study of Arabidopsis thaliana with 18 samples.

How the data were processed

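RNA-seq was performed on whole seedlings of Arabidopsis thaliana, ecotype Col-0, grown for 14 days in cycles of 12 h light and 12 h dark. Zeitgeber time (ZT) counts hours from lights on. The 18 libraries formed 6 groups of 3, taken from the titles and the treatment and time labels: untreated seedlings at ZT 0, and seedlings collected at ZT 2 after transfer to medium with DMSO at 0.1%, DPI at 10 µM, PI at 25 µM, AEG at 12.5 µM or TYR at 2 µM. PI, AEG and TYR were matched by their letters to pentamidine isethionate, AEG3482 and Tyrphostin AG879, each the only listed chemical to which the abbreviation could refer. DPI is used as the labels give it. Per the labels' protocols, messenger RNA was isolated on poly(A) beads and paired-end reads were obtained on an Illumina HiSeq instrument.

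The authors deposited 1 table with an FPKM value, a TPM value and an estimated read count for each gene and library, per the file headers, together with the group mean of each. The aligner, the counting tool, the genome build and the annotation used by the authors are not stated in the labels or the file headers. Deposited TPM values of the listed genes summed to between 48.4% and 49.0% of the full TPM total per library, so the listed genes were part of those the authors had scaled over. The table held 29431 lines, of which 11981 named a gene. These lines carried 11437 distinct NCBI gene identifiers, and the 544 lines that repeated an identifier held the same values, so 1 line per identifier was kept. All 11437 identifiers matched a protein-coding gene in NCBI RefSeq annotation TAIR10.1, which holds 27562 such genes, so 41.5% of them were analysed here. RefSeq was used for names, gene length and GC content, and no coordinates are given because the build of the table is not stated.

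On 460 lines the locus name and the gene identifier pointed to different loci. Of 379 such lines with a summed count of at least 500 and a length for both loci, the length implied by the deposited count and FPKM was closer to the locus of the identifier on 347 and closer to the locus name on 28. Genes were therefore identified by the identifier. Because 3.59% of the deposited estimated counts were not whole, counts were rounded to whole numbers before testing. Non-whole counts occurred in 6.99% of genes, and these genes may share reads with another feature.

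Total rounded counts per library ranged from 3156993 to 3249697 over the listed genes. Library totals implied by the FPKM values, the counts and RefSeq lengths ranged from 5.88e+06 to 6.01e+06. A floor of 3 counts corresponded to between 0.923 and 0.950 CPM. Floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.

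Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors (0.942 to 1.07) and the filterByExpr filter, which left 9006 genes. A single fit with 1 coefficient per group was made over all 18 libraries, giving 12 residual degrees of freedom. P-values were adjusted with the Benjamini-Hochberg method within each comparison, and genes were called at an adjusted p under 0.05. The comparisons were DMSO at ZT 2 against untreated seedlings at ZT 0, each chemical against DMSO, each chemical against untreated seedlings, and the 6 pairs of chemicals. Genes called in the first comparison with an absolute log2 fold change of at least 1 were used to ask whether a chemical moved the change at dawn. CPM values were scaled with the TMM factors, and log2 CPM used a prior count of 2. Standard errors were derived from the log2 fold change and the F statistic.

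Fixed lists of 16 genes used as a clock panel, 17 genes described as repressed by sugar and 11 described as induced by sugar were written from general knowledge before the data were examined, of which 10, 7 and 4 were in the table. The function of the list members was not tested here. The sugar lists were tested with the rotation test fry of limma 3.58.1, adjusted over the 10 list and comparison pairs. Genes named in the text were chosen by a rule set before the data were examined. For each comparison, the rule took the 2 largest increases and the 2 largest decreases among called genes with an average log2 CPM of at least 3 and no overlap between the 3 and 3 libraries, and added the fixed lists. Other genes are said to have been chosen after their values were seen.

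The pipeline was tested on simulated counts drawn independently for each gene from the means, dispersions and library sizes of the real libraries, with 200 genes changed in 1 group. With 2-fold changes 67.5% of the changed genes were called among 8895 tested, with 4-fold changes 94.0% were called among 8894 tested, and with 1.5-fold changes 6% were called among 8895 tested.

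Alternatives were DESeq2 1.42.0, library size without TMM, other count filters, a fit of the compared groups alone, the replicate number as a block, a fold change minimum, a stricter adjusted p of 0.01, leaving out each replicate number, and an offset for GC content and length. Replicate numbers came from the library titles, which give the numbers 1 to 3 in every group. Covariates for hidden variation were added after the data had been examined. They were the first 2 principal components of log2 CPM deviations from the group means. Distances between libraries were tested with vegan 2.7.1.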

Results

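Transcript abundance was measured in 18 libraries of Arabidopsis seedlings, 3 untreated libraries collected at ZT 0 and 3 libraries for each of 5 media collected at ZT 2. The series title describes the chemicals as modifiers of sugar signalling applied at dawn. DMSO, the solvent, served as the control at the same time point. Total counts over the listed genes lay between 3156993 and 3249697 per library, and between 8383 and 8608 genes reached 10 counts. The 10 genes with the most counts took between 7.91% and 10.4% of a library. No library pair agreed within sampling noise: the mean squared difference between 2 libraries was at least 3.06 times that of Poisson counts within a group, so each library was counted once.

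The first principal component of log2 CPM held 47.8% of the variance and separated untreated libraries (-70.1 to -65.1) from ZT 2 libraries (-1.40 to 23.6). Among the 15 ZT 2 libraries, the group label accounted for 27.3% of the variance in distance, against 28.6% expected by chance (permutation test, p = 0.702, 100000 permutations). The nearest library carried the same label for 3 of the 15, against 2.14 expected (one-sided permutation test, p = 0.369).

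**Figure D1:**
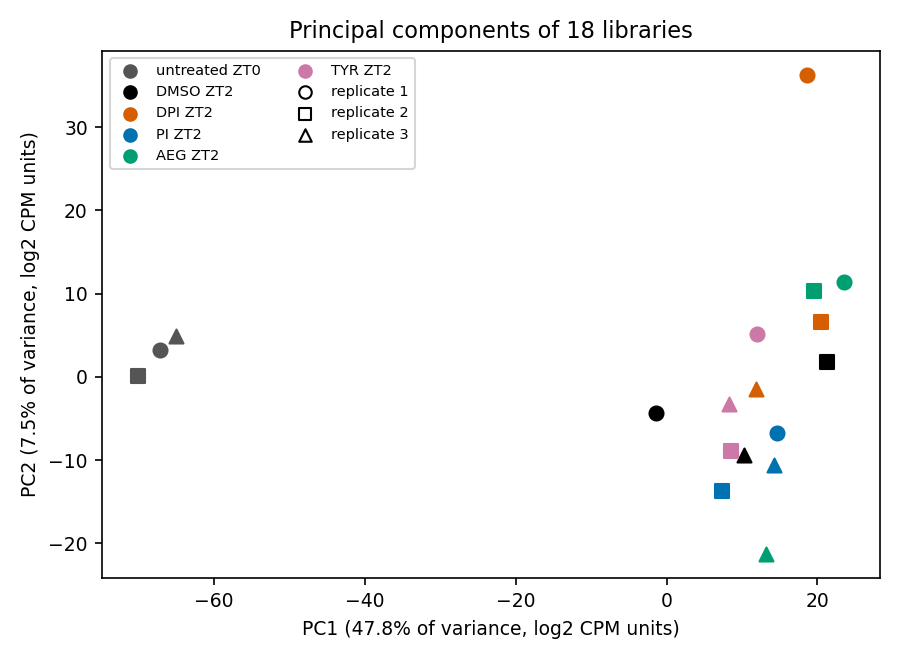
Scores of the 18 libraries on the first principal components of log2 CPM, with the share of variance on each axis; colour marks the group and marker shape the replicate number. Untreated libraries lie at -70.1 to -65.1 on the first component, and libraries of the 5 ZT 2 groups lie between -1.40 and 23.6. The ZT 2 groups overlap there except TYR (8.25 to 12.0) and AEG (13.2 to 23.6), which do not overlap each other.

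The comparison of DMSO at ZT 2 with untreated seedlings at ZT 0 asked which transcripts changed over the first 2 h of light, together with the transfer to new medium. Of 9006 genes tested, 3204 were called by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, 1766 higher and 1438 lower at ZT 2. Of these, 1318 changed at least 2-fold, 842 higher and 476 lower. The count was 1318 with that fold change minimum, the alternative that moved it most, and 1709 when replicate number 2 was left out of every group. Values of the 3 and 3 libraries did not overlap for 49.4% of genes, where chance gives 10%. The labels name no batch or sequencing date, and transfer, light and time could not be separated in this comparison.

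HSFA2 (AT2G26150) and TAT3 (AT2G24850) had the largest increases among the 2854 genes that met the naming rule. HSFA2 had 0 counts in every untreated library and 19.2 ± 7.17 CPM (SD, n = 3) with DMSO, at least 20.6-fold higher than the count floor (edgeR, adjusted p = 3.67e-05). TAT3 had at most 1 count in an untreated library and ranged from 5.95 to 163 CPM among the DMSO libraries, with a mean at least 73.2-fold above the floor (edgeR, adjusted p = 0.00431). The largest decreases were those of SAG21 (AT4G02380) and JMJD5 (AT3G20810). SAG21 fell from 4367 ± 1346 to 178 ± 88.2 CPM (SD, n = 3), a log2 fold change of -4.62 (SE 0.38; edgeR, adjusted p = 2.28e-08). JMJD5 fell from 60.7 ± 8.78 to 4.02 ± 0.947 CPM (SD, n = 3), a log2 fold change of -3.90 (SE 0.30; edgeR, adjusted p = 1.01e-08). The call for TAT3 was lost without replicate 2 (edgeR, adjusted p = 0.0902), and its adjusted p lay between 1.24e-06 and 0.0902 over the alternatives.

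All 8 tested genes of the clock panel were called at dawn, 3 higher and 5 lower, and all 8 passed when the adjustment was made over the panel alone. LNK1 (AT5G64170) rose from 10.4 ± 4.79 to 440 ± 23.5 CPM (SD, n = 3), a log2 fold change of 5.39 (SE 0.23; edgeR, adjusted p = 3.49e-12), although part of its counts were not whole. LHY (AT1G01060) fell from 2518 ± 98.0 to 902 ± 82.1 CPM (SD, n = 3), a log2 fold change of -1.48 (SE 0.15; edgeR, adjusted p = 2.14e-07). RVE1 (AT5G17300), GRP7 (AT2G21660), TOC1 (AT5G61380) and BZIP63 (AT5G28770) decreased, with log2 fold changes of -2.25, -2.08, -1.51 and -1.45. LUX (AT3G46640) and LNK2 (AT3G54500) increased by 1.07 and 0.63 on the log2 scale, and part of the LUX counts were not whole. The call for LUX was lost without replicate 2 or 3, and that for LNK2 without replicate 1 or 3.

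Of the sugar-repressed list, 6 of 7 genes were lower and 1 was higher at dawn, with a median log2 fold change of -1.29, and the list did not pass after adjustment over the 10 list tests (limma fry, two-sided, Benjamini-Hochberg adjusted p = 0.0655). It passed under several alternatives, with adjusted p between 0.0149 and 0.167 over all of them. DYL1 (AT1G28330) fell from 158 ± 8.52 to 15.2 ± 2.92 CPM (SD, n = 3), a log2 fold change of -3.38 (SE 0.34; edgeR, adjusted p = 2.80e-07), while BZIP2 (AT2G18160) rose by 1.26 on the log2 scale (SE 0.17; edgeR, adjusted p = 7.89e-06). In this list 5 of 7 genes were called, over all genes tested and over the list alone. Part of the counts of its members BGAL4 (AT5G56870) and STP1 (AT1G11260) were not whole. The sugar-induced list had a median log2 fold change of 0.54 (limma fry, adjusted p = 0.359), with 3 of 4 genes called in mixed directions by either adjustment.

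Each chemical was then compared with DMSO to ask which transcripts it changed at ZT 2. No gene was called for any of the 4 chemicals by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 322 genes for DPI, 223 for PI, 302 for AEG and 352 for TYR, where chance gives 450.3. The smallest adjusted p was 0.990 for DPI, 0.999 for PI, 0.915 for AEG and 0.997 for TYR. No gene was called for a chemical in the 13 alternatives that changed the fit, in which between 161 and 1011 genes had an unadjusted p under 0.05. Same-numbered TYR and DMSO libraries deviated in opposite directions, with a mean correlation of -0.229 over 3 pairs, and with the replicate number as a block 0 genes were called for TYR and 345 had an unadjusted p under 0.05. The count of 1011 was that for TYR without replicate 3, where the smallest adjusted p was 0.0540 (edgeR). Without replicate 3, TYR and DMSO also differed in FSD1 (AT4G25100), a gene chosen after its values were seen and described below. TYR replicates 1 and 2 had 15 and 3 FSD1 counts, whereas DMSO replicates 1 and 2 had 3968 and 3. That fit could not separate an effect of TYR from the difference between libraries marked by FSD1. Changes of 2-fold in 200 simulated genes were called for 67.5% of them in libraries of this depth and number, whereas 1.5-fold changes were called for 6%. Changes of 1.5-fold in single genes were thus mostly not detectable in these libraries. The list test gave an unadjusted p of 1.03e-05 to 3.71e-05 for a simulated list of 7 genes all raised 1.5-fold, in 3 simulations (limma fry). Simulated genes varied independently of each other, so these values do not give the power for a list whose genes vary together. The real sugar-repressed list at dawn, with 6 genes lower, 1 higher and a median of -1.29, had an unadjusted p of 0.00655 (limma fry).

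Because no gene was called for a chemical, 0 of the 1318 dawn genes were called in the opposite direction and 0 in the same direction with any chemical, and 0 genes were called with all 4. The median absolute log2 fold change of the dawn genes was 0.20, 0.16, 0.19 and 0.19 with DPI, PI, AEG and TYR against DMSO. Their median of 1.49 at dawn is not comparable with these values, because the genes were selected for an absolute change of at least 1 at dawn. The sign was opposite to that at dawn for 43.2% of dawn genes with DPI, 51.4% with PI, 36.8% with AEG and 60.0% with TYR. Both contrasts share the DMSO libraries. With separate DMSO libraries for the 2 signs, but the same 1318 genes chosen with all 3 DMSO libraries, so that the sharing was only partly removed, these shares ranged from 38.4% to 52.4%, 40.4% to 61.7%, 33.8% to 48.0% and 44.2% to 62.9%. Each range but that of AEG included 50%, and genes are not independent replicates, so no test was made on these shares. A score per library for its position between untreated and ZT 2 libraries was tested instead. It used all tested genes. Its axis ran from the untreated mean to the mean of the ZT 2 groups other than the library's own, chemicals included. The score was -0.0314 to 0.0277 in untreated libraries, which average 0 by construction, and 0.814 to 1.11 in ZT 2 libraries. No effect of the group label was found on the score (permutation test, p = 0.173), although 3 libraries per group leave smaller shifts open. The axes were set with the real labels and kept in the permutations.

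**Figure D2:**
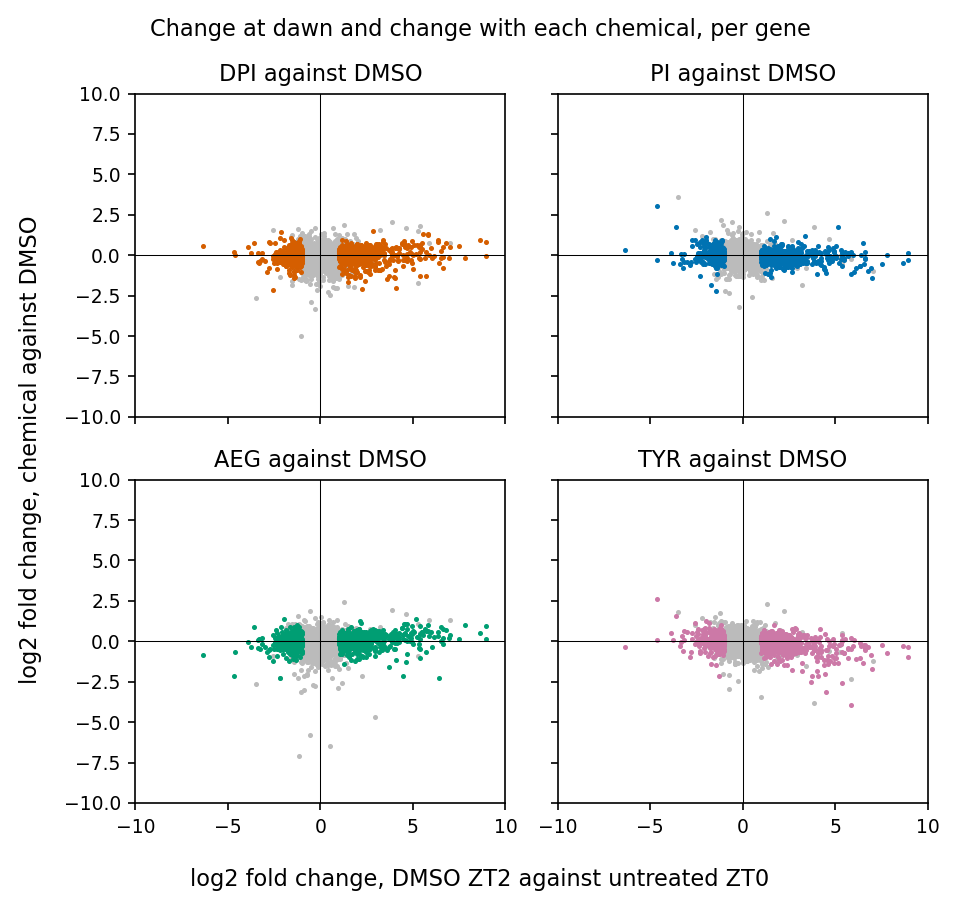
Log2 fold change of each tested gene with DPI, PI, AEG or TYR against DMSO (vertical axes) and with DMSO at ZT 2 against untreated seedlings at ZT 0 (horizontal axes); coloured points are the 1318 dawn genes and grey points the other genes. The dawn genes were selected for an absolute log2 fold change of at least 1 on the horizontal axis, and their median absolute value on the vertical axis is at most 0.20.

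Against untreated seedlings, 3614 genes were called with DPI, 3418 with PI, 3604 with AEG and 3367 with TYR by the same test. Of the 1318 dawn genes, 1220 were also called in the same direction with DPI, 1217 with PI, 1238 with AEG and 1180 with TYR. The untreated libraries are shared by all of these contrasts.

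Direct comparison of the chemicals, in which the DMSO mean does not enter although the DMSO libraries contribute to the shared filter, scaling and dispersion, also gave 0 called genes for each of the 6 pairs. At an unadjusted p under 0.05 there were 709 genes between DPI and PI, 378 between DPI and AEG, 593 between DPI and TYR, 324 between PI and AEG, 607 between PI and TYR and 501 between AEG and TYR, where chance gives 450.3. With replicate 1 left out, the counts were 354, 229, 264, 270, 257 and 288 in the same order, each below that number. They ranged from 162 to 675 without replicate 2 and from 391 to 1014 without replicate 3. DESeq2 called between 1 and 6 genes in 4 of the 6 pairs.

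None of the 32 tests of the clock panel under a chemical passed, by adjustment over all genes or over the panel (edgeR, smallest panel-adjusted p = 0.921), and 1 had an unadjusted p under 0.05. Log2 fold changes lay between -0.43 and 0.42. The sugar-repressed list had median log2 fold changes of -0.41 with DPI, -0.20 with PI, -0.42 with AEG and -0.46 with TYR, none of which passed (limma fry, adjusted p = 0.359, 0.576, 0.359 and 0.359). Across the fits that left out one replicate number, these medians stayed negative but varied in size. They ranged from -1.12 to -0.15 with DPI, -0.41 to -0.17 with PI, -0.68 to -0.10 with AEG and -0.65 to -0.22 with TYR. Within each fit all chemicals were compared with the same DMSO libraries, which favours medians of the same sign. The shared negative sign is thus not independent evidence for each chemical. The sugar-induced list had medians of 0.19, 0.04, 0.03 and 0.01 (limma fry, adjusted p = 0.359, 0.576, 0.729 and 0.685).

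**Figure D3:**
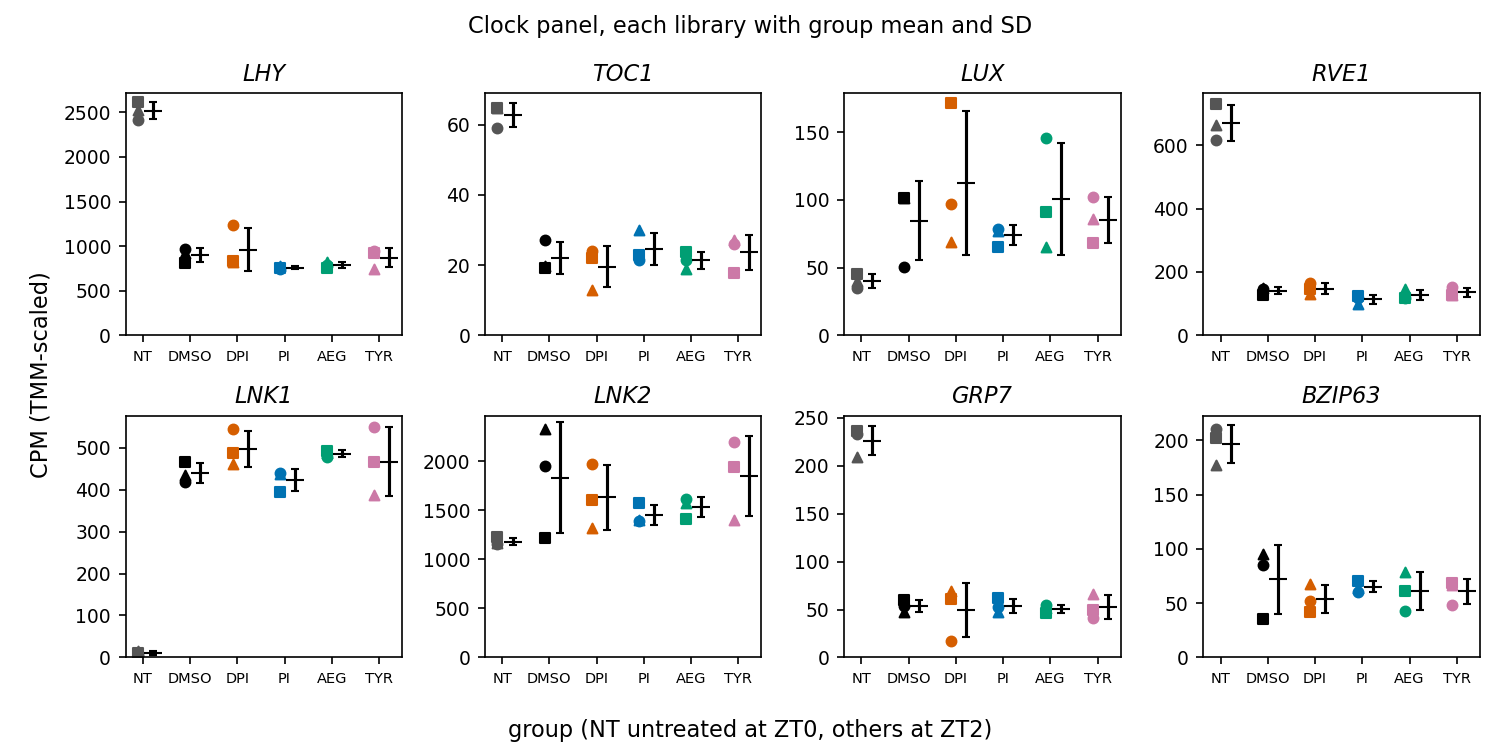
CPM of the 8 tested clock panel genes in each library (circles, squares and triangles for replicates 1, 2 and 3), with the group mean and SD beside the points; axes start at 0. All 8 genes differed between untreated seedlings and DMSO at ZT 2, and log2 fold changes of the 4 chemicals against DMSO lay between -0.43 and 0.42.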

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

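The alternatives were chosen before the data were examined, except the covariates for hidden variation, the covariate for the range of FSD1 in which a library fell, and the alternatives for the clock panel and for dawn genes also changed against untreated seedlings. The alternatives planned for normalized values, another pseudocount and no filter at all, were not run because the values were counts. A nearly unfiltered fit was run, which kept the 11432 genes with at least 1 count in any library and called 3097 at dawn. Of 828 values computed under alternatives, 788 kept their direction and their side of the threshold, or stayed within 1.5 times the count. The 828 included 60 counts of genes called for a chemical, all of them 0. The 2 stricter thresholds reused the main fit, so fold changes could not move there. The share is thus not a measure of robustness.

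The number of genes changed at dawn was 1709 to 2585 across the 3 fits that each left out one replicate number, and 1318 with a minimum absolute log2 fold change of 1. The share of called genes that were higher was 55.1% with TMM and 46.6% with the GC and length offset. The cause of the lower count without replicate 2 was not tested. With the replicate number as a block, 3102 genes were called at dawn, 0 for each chemical and 0 for each pair of chemicals, with 316, 204, 286 and 345 genes at an unadjusted p under 0.05 for DPI, PI, AEG and TYR. The mean correlation of same-numbered libraries, as deviations from their group means, was 0.00771, and that of differently numbered libraries was -0.00390. For TYR and DMSO it was -0.229, outside the range of -0.0396 to 0.0498 in the other 4 comparisons, and without replicate 3 the genes for TYR at an unadjusted p under 0.05 rose from 352 to 1011, with 0 called and a smallest adjusted p of 0.0540 (edgeR). Without replicate 3 the TYR libraries were both in the low range of FSD1, whereas DMSO replicate 1 was in the high range. That fit could not separate TYR from this difference. The block together with the GC and length offset gave 3422 genes at dawn and 0 for each chemical, with 370, 237, 333 and 389 at an unadjusted p under 0.05.

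Counts for each chemical against DMSO, for dawn genes opposed and for genes changed by all 4 chemicals were 0 under every alternative run for them, and separate DMSO libraries, run only for dawn genes opposed, also gave 0. The 2 stricter thresholds on the same fit could give nothing else. The other alternatives left 161 to 1011 genes per chemical at an unadjusted p under 0.05. Direct differences appeared with DESeq2, which called 3 genes between DPI and PI, 1 between PI and AEG, 3 between PI and TYR and 6 between AEG and TYR. With 2 hidden-variation covariates, 13 genes were called between DPI and PI, 4 between DPI and TYR and 2 between AEG and TYR. These covariates could take up spread within groups but not differences between groups. The cause of the calls with DESeq2 or the covariates was not tested. Without a fold change minimum for dawn genes, 2813, 2770, 2843 and 2708 were also changed against untreated seedlings with DPI, PI, AEG and TYR.

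The sugar-repressed list at dawn passed the threshold in 7 alternatives, with medians of -1.31 without TMM, -1.32 with at least 10 counts in every library, -1.30 with only the compared groups fitted, -1.27 with the replicate block, -1.29 with the GC and length offset, -1.30 with both, and -1.32 with the hidden-variation covariates. Its adjusted p (limma fry, Benjamini-Hochberg) ranged from 0.0149 to 0.167 over the alternatives, and the cause was not tested. The sugar-induced list reversed without TMM for PI (-0.0085) and AEG (-0.0045), where the median of all genes was -0.05 and -0.04, so the list moved with all genes. Across the fits that left out one replicate number its median ranged from -0.00071 to 0.46 for DPI, where it passed without replicate 2 (limma fry, adjusted p = 0.0490, range over its alternatives 0.0490 to 0.944), from -0.0212 to 0.19 for PI, from -0.0622 to 0.10 for AEG and from -0.15 to 0.14 for TYR.

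Changes at dawn close to 0 also reversed: leaving out one replicate number gave -0.76 to 0.18 for BCAT2, -0.54 to 0.39 for MIOX2 and -0.11 to 0.14 for NIA1, and NIA1 was -0.0084 with the FSD1 covariate. Among named genes 9 other values were weaker, all for LUX, LNK2, BGAL4 or TAT3. Counts near the floor limit genes such as HSFA2 and TAT3 to lower bounds of the fold change. Detection of changes under 2-fold was limited in well-expressed genes too, since 11.9% of simulated 1.5-fold changes were called at an average log2 CPM of at least 5, and depth was not varied in the simulation.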

Other observations

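All tests in this part were chosen or written down after the main results had been seen, and the copper and jasmonate gene lists were written after the genes with large loadings on the principal components had been seen, so tests on these lists describe the libraries and cannot count as independent evidence.

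FSD1 (AT4G25100), an iron superoxide dismutase gene chosen after its values were seen, fell in 2 separate ranges that did not follow the group labels. It had 3041 to 5101 counts in 5 of the 15 ZT 2 libraries (DMSO replicate 1, DPI replicate 1, PI replicate 1, AEG replicate 1 and TYR replicate 3) and 0 to 15 counts in the other 10. Untreated libraries had 5492 to 5857 counts. YSL2 (AT5G24380) had 76.0 to 160 CPM in the same 5 libraries and 1.91 to 8.29 CPM in the other 10, and CCH (AT3G56240) had 88.0 to 326 and 53.9 to 78.2 CPM. The copper superoxide dismutase genes CSD1 (AT1G08830) and CSD2 (AT2G28190) went the other way, with 143 to 390 against 749 to 904 CPM and 288 to 727 against 1696 to 2125 CPM. The copper chaperone gene CCS (AT1G12520) had 66.5 to 169 against 335 to 425 CPM.

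A treatment effect would make the high libraries follow the groups, but 1 high library was found in each of the 5 ZT 2 groups. A difference in depth was not seen, with a ratio of mean total counts of 1.00 between high and low libraries. A difference in copper supply between sets of plants may explain the pattern, since 5 of the 5 other tested genes of the copper list moved in the direction of low copper in the high libraries, but the list was chosen for this pattern. A batch marked by replicate number could also be involved, as 4 of the 5 high libraries were numbered 1, with TYR replicate 3 the exception. Neither can be told apart from the other here, since the labels record no copper supply and no batch. The ranges also bear on the dawn comparison, since all 3 untreated libraries were high and 2 of the 3 DMSO libraries were low. Within the high range there was 1 DMSO library and within the low range no untreated library, so the comparison could not be repeated within either. CSD2 was called at dawn, with a log2 fold change of 2.06 (edgeR, Benjamini-Hochberg adjusted p = 0.0235), and had 0.37 (adjusted p = 0.151) with the range of FSD1 as a covariate. CCH remained called, with -1.63 (adjusted p = 0.0348) and -0.81 (adjusted p = 0.0321), while CCS changed sign from 0.94 (adjusted p = 0.260) to -0.62 (adjusted p = 0.0282) and was called only with the covariate. CSD1, YSL2 and FSD1 were called in neither fit. With that covariate 2832 genes were called at dawn, of which 2700 were among the 3204 with the same sign.

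The absence of called genes for the chemicals was set against technical explanations. With the FSD1 range as a covariate 0 genes were called for each chemical, and 229 to 352 had an unadjusted p under 0.05, but the covariate is balanced over the groups and hardly moved these counts, so it does not weigh for or against this explanation. With 2 hidden-variation covariates 0 were called, and 348 to 587 had an unadjusted p under 0.05. These covariates were built from deviations from group means, so they could not take up variation that followed the groups. That fit therefore cannot exclude hidden variation that offset a chemical. Too few libraries or reads would leave simulated changes uncalled: 67.5% of 200 simulated 2-fold changes were called, but only 6% of 1.5-fold changes. Of 120 simulated 2-fold changes at an average log2 CPM of at least 5, 89.2% were called, so detection was lower in the other genes. A simulated PI comparison without change had 4.59% to 5.12% of genes at an unadjusted p under 0.05, against 2.48% to 3.91% in the real chemical comparisons. Detection in the real libraries may thus have been lower than simulated. Widespread changes of 2-fold in well-expressed genes are unlikely to have been missed, and smaller ones cannot be excluded. Mislabelled libraries cannot be told apart from a lack of effect, as 3 of 15 libraries had a nearest library with the same label. The untested part of the genome and other time points were not analysed here.

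Other splits of the libraries were counted by genes at an unadjusted p under 0.05. Of the 10 splits of the 6 libraries in a comparison, the real one was set against the 4 that part all 3 same-numbered pairs, while the other 6 part 1 pair. At dawn 1 of the 4 splits, the real one, gave as many genes, and the 9 others called 0 genes, with 218 to 558 at an unadjusted p under 0.05. For each of DPI, PI, AEG and TYR against DMSO, 4 of 4 splits gave as many genes as the real one. The counts were 1 of 4 for DPI and PI, 3 for DPI and AEG, 2 for DPI and TYR, 2 for PI and AEG, 1 for PI and TYR and 2 for AEG and TYR. For dawn genes opposed, 4 of 4 splits reached the real count of 0 with each chemical, which any split would. For the sugar-repressed list the number with as small a p was 1 of 4 at dawn, 2 with DPI, 2 with PI, 1 with AEG and 1 with TYR, and for the sugar-induced list 2, 2, 2, 3 and 3. With 4 splits no share under 0.05 can be reached. Across the 5 ZT 2 groups, 73 of 100 relabellings within replicate number, the real one included, gave at least the 286 genes of the real labels at an unadjusted p under 0.05, and 100 of 100 reached the 0 genes called with all 4 chemicals. The real labels called 0 genes among the 5 groups, and 7 of the 100 called any.

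Some mixed splits called more genes than the labels did. TYR replicates 1 and 2 with DMSO replicate 3, against TYR replicate 3 with DMSO replicates 1 and 2, gave 76 genes, and AEG replicates 1 and 2 with DMSO replicate 2, against AEG replicate 3 with DMSO replicates 1 and 3, gave 137 genes, where the real splits gave 0 (352 and 302 at an unadjusted p under 0.05). In these 2 comparisons a split that mixed the labels thus separated the libraries more than the labels did. The mixed split of TYR and DMSO was also uneven in FSD1. TYR replicates 1 and 2 and DMSO replicate 3 were in its low range. On the other side, TYR replicate 3 and DMSO replicate 1 were in the high range and DMSO replicate 2 in the low range.

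Genes of jasmonate synthesis and response varied among the ZT 2 libraries. Their mean log2 CPM was 7.21 to 7.46 in AEG replicates 1 and 2 and DMSO replicate 2, and 4.77 to 6.09 in AEG replicate 3 and DMSO replicates 1 and 3, but it did not separate the mixed split of TYR and DMSO. The 12 tested genes of a jasmonate list of 21 were all called higher with DMSO at ZT 2 than in untreated seedlings, with log2 fold changes of at least 2.69. Without replicate 2, 8 of the 12 were called, and without replicate 1 or 3 all 12 were. TAT3, which lost its call without replicate 2, had at most 1 count in an untreated library, so its fold change is a lower bound. LOX2 (AT3G45140) had 85.2 to 131 CPM in untreated libraries and 1058 to 7986 CPM in ZT 2 libraries, a 7.55-fold range among the latter. Deviations of the 12 genes from their group means had a mean pairwise correlation across genes of 0.805 over the 15 ZT 2 libraries. Random lists matched on expression had a median of -0.00833, and 0 of 10000 reached 0.805. Independent noise per gene would leave different genes uncorrelated, so these values argue against it for the 12 genes. Because the list was chosen for the pattern, the size of the correlation may be overstated. No treatment effect was found on the mean of the list (permutation test of the 5 labels, p = 0.374), although 3 libraries per group leave smaller effects open. Handling at transfer is a candidate explanation, as 12 of 12 genes were higher after it, but light and time changed together with transfer and cannot be told apart from it.

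Libraries at ZT 2 were further apart within groups than untreated ones, with mean distances in log2 CPM of 46.6 to 53.5 against 38.8. With 6 groups the smallest possible exact p for 1 group being the tightest is 0.167. A difference in depth was not seen, with a ratio of mean total counts of 1.00, and other explanations were not tested.

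Library totals were nearly equal, with a coefficient of variation of 0.856% over the listed genes and 0.678% for the totals implied by FPKM. Multiplication of the counts by a factor per library would leave few whole values, whereas 3.59% of values were not whole. Reads drawn to a common number could give such totals, as could an even sequencing plan, and the coefficient of 0.678% does not separate them. No biological explanation was tested for these totals.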
